A study of Mus musculus with 12 samples. Its data were reported in "MBNL splicing factors regulate the microtranscriptome of skeletal muscles" (2024).

How the data were processed

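Small RNA was sequenced from the quadriceps of wild-type C57BL/6J mice at 4 postnatal ages, P1, P5, P14 and P90, where the number is the day after birth and P90 mice are adults. Each age was represented by 3 libraries, which gave 12 libraries in all. According to the labels, total RNA was purified after bead-based homogenization, and libraries were made with a commercial small RNA kit. The authors trimmed and size-selected the reads with cutadapt, aligned them to the GRCm38 genome with Bowtie2 and counted them per mature miRNA with featureCounts on the miRBase annotation. The deposited table holds raw read counts, with no normalization, for 1966 mature miRNAs. Of these, 424 had no count in any library, and no miRNA name was repeated. The strand and overlap options of the counting step are not stated in the study's methods, which matters for hairpins annotated on both strands of one locus. Samples of other genotypes and of the fetal stage were not analysed here.

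Groups and replicate numbers were taken from the sample titles. Replicates of an age were compared by a chi-square statistic of their counts, which ranged from 155 to 1056 per degree of freedom, so no pair of libraries was closer than sampling noise and all 12 were used as separate samples. Total counts per library ranged from 20363495 to 53126984. At this depth the 95% Wilson interval of the miR-1a-3p share was at most 0.0182 percentage points wide on each side. A count of 3 was taken as the floor, that is, the upper limit that a count of 0 allows. Where all libraries of a miRNA were at or under the floor at one age, its fold change is known only as a bound. The fitted value can exceed this bound, so medians of lists are also given with such members set to it. Reads were not marked with molecular identifiers in the counts used, so intervals and floors cover counting error only.

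Differential expression was tested with edgeR 4.0.16 in R 4.3.3. MiRNAs were kept with filterByExpr over the 4 ages, which left 809, and libraries were scaled with TMM factors. One quasi-likelihood model with a mean for each age was fitted to all 12 libraries, and F-tests (2-sided) were made for any difference between the ages and for 5 comparisons of 2 ages. P values were adjusted by the Benjamini-Hochberg method over the miRNAs tested, and an adjusted P value (Padj) under 0.05 was counted as a call. Standard errors (SE) of log2 fold changes (log2FC) were derived from the F statistic. Normalized CPM refer to the TMM-scaled library size. Because the TMM factors of the P90 libraries were between 0.247 and 0.384, the normalized CPM of a dominant miRNA can exceed its share of the raw counts several times at that age.

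MiRNAs called across the 4 ages were assigned to a rising or a falling group when their fitted means changed in one direction at every step. The overlap of the 3 comparisons against P1 was set against 20 simulations in which all 12 libraries, P1 included, were drawn from the P1 means with the fitted dispersions, so that the error of the P1 libraries was shared by the 3 comparisons as in the data. The share of counts held by miR-1a-3p and the effective number of miRNAs (the inverse Simpson index of the counts of a library) were compared between ages with an exact permutation test on the between-age sum of squares over the 15400 distinct partitions of the libraries. In total 15 lists of miRNAs (families, genomic clusters and tissue markers) were tested for P90 versus P1 with camera of limma 3.58.1 at a preset correlation of 0.01. For each list with at least 3 tested members, Padj was taken over the lists, and the test was repeated with fry and with an estimated correlation. The agreement in sign of the 2 arms of a hairpin was compared with 10000 permutations of the pairing of the arms.

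The miRNAs named in the text were selected by a fixed rule. They comprise the miRNAs that the study discussed by name for this time course, a list of 7 muscle miRNAs, the mature members of the paralogous miR-23a and miR-23b clusters, the 5 miRNAs with the highest mean share of counts, and, for P5 versus P1, P14 versus P5, P90 versus P14 and P90 versus P1, the 3 miRNAs with the largest log2FC in each direction among those with a call, a mean normalized CPM of at least 100 and no overlap between the libraries of the 2 ages. This gave 38 miRNAs. The groups, tests, lists, naming rule and most of the alternatives were fixed before the data were examined.

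Hairpin positions on GRCm38 were taken from RefSeq, and host genes, strand and sequence from GENCODE vM39. The coordinates of GENCODE were used to place hairpins in host genes and to find overlapping hairpins, but are not printed. A hairpin was found for 1961 miRNAs. The GC content of an arm was computed over the first or last 45% of the hairpin, as a proxy for the mature sequence, and was available for 98.4% of the miRNAs tested. Pairs of hairpins on opposite strands of one locus were listed, and the arms that face each other were compared count by count.

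The alternatives comprised RLE size factors, library totals alone, TMM without the most abundant miRNA, no filter on low counts, a mean normalized count above 10, DESeq2 1.42.0, the replicate number as a block, the 2 ages compared only, a null hypothesis of a change of at most 2-fold, Padj under 0.01, other denominators and indices for the composition measures, and leaving out each library in turn. Alternatives chosen after the data were seen comprised upper-quartile factors, the table without the later-named miRNA of each antisense pair, removal of the trend over arm GC content (lowess, span 0.5, centred within each library) and DESeq2 on every miRNA with a count. Composition measures and correlations were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedure was tested on simulated data with 809 miRNAs, of which 200 were changed. It recovered 76.8% of the 4-fold and 55.2% of the 2-fold changes, and 2.27% of its calls were false. The simulated changes were at P90 alone and as often upwards as downwards, with no shift in the composition of the libraries. These rates therefore do not cover error from the scaling. The 1 list of miRNAs shifted in the simulation was called and none of the others.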

Results

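The study sequenced small RNA from the quadriceps of wild-type mice at 4 ages. Its aim was to learn how many miRNAs altered in Mbnl1 knockout mice take part in muscle development. Here the libraries were used to follow miRNA levels through postnatal growth. The P1, P5, P14 and P90 groups held 3 libraries each. Library totals were 25472336 to 26783448 counts at P1, 30648679 to 33771032 at P5, 20363495 to 24046074 at P14 and 43776307 to 53126984 at P90. Although the P90 libraries were the deepest, they held the fewest miRNAs with at least 10 counts, 551 to 581 per library. The corresponding ranges were 735 to 757 at P1, 734 to 754 at P5 and 685 to 743 at P14. Among the 809 miRNAs tested, 112 had at most 3 counts in all P90 libraries, compared with 6 at P1, 7 at P5 and 17 at P14.

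The composition of the libraries was examined first, because a few abundant miRNAs set the depth left for the others. MiR-1a-3p is a muscle-specific miRNA produced from a hairpin on chromosome 2 (GRCm38, 180389048 to 180389124) and another on chromosome 18 (10785481 to 10785552), both in introns of lncRNA host genes. It took 25.1% ± 2.49 of the counts at P1 (SD, n = 3 at each age), 29.9% ± 1.04 at P5, 20.5% ± 3.87 at P14 and 54.8% ± 1.93 at P90. The ages differed by more than the spread between libraries (exact permutation test, p = 0.000195, with 3 of 15400 partitions as extreme). In parallel, the effective number of miRNAs fell from 11.9 ± 2.18 at P1 and 8.48 ± 0.530 at P5 to 2.66 ± 0.180 at P90, with 16.2 ± 4.90 at P14 (exact permutation test, p = 0.000455). The second most abundant miRNA in the table, miR-1b-5p, lies on the opposite strand of the miR-1a hairpin of chromosome 18, in an intron of Mib1 (10785446 to 10785567). Its count was between 0.50 and 0.508 times that of miR-1a-3p in all 12 libraries, so whether its reads came from its own strand is uncertain. Leaving out the later-named miRNAs of antisense pairs moved the share more than leaving out any library. MiR-1a-3p then took 29.7% at P1, 36.5% at P5, 24.2% at P14 and 76.6% at P90. The effective number given above counts miR-1b-5p as a miRNA of its own. Its P90 minus P1 difference was -9.19, and -8.74 with the later-named miRNAs left out. Neither measure was corrected for the trend over GC content at P14 that is described below.

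**Figure D1:**
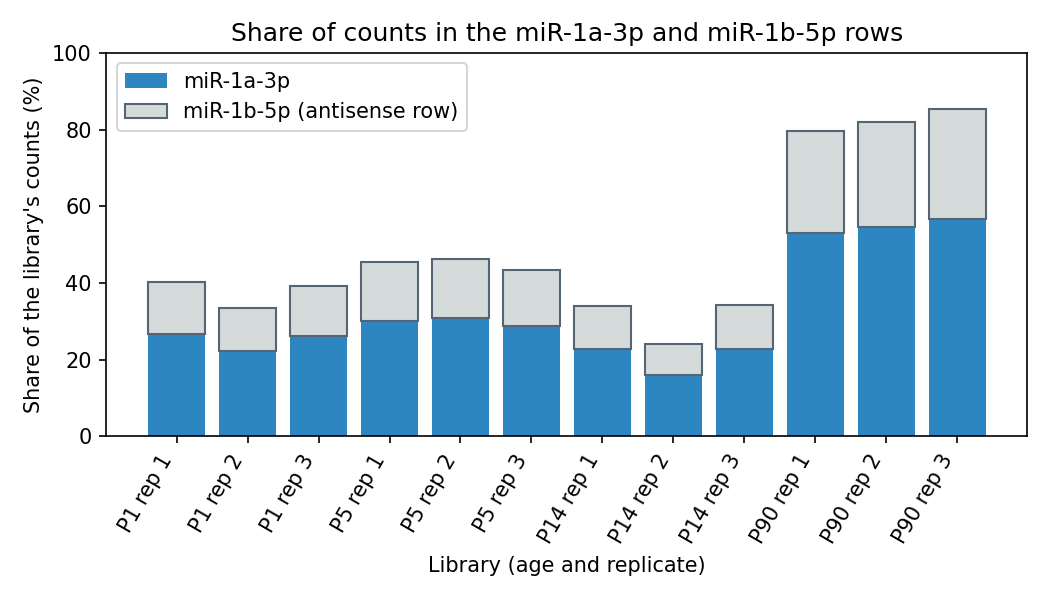
Share of the counts of each library (%) held by miR-1a-3p and by miR-1b-5p, its antisense neighbour, stacked for the 3 libraries of each age. The miR-1a-3p share averaged 54.8% at P90 and 20.5% to 29.9% at the other ages.

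Next, miRNAs that differed between ages were identified with edgeR. In total 586 of the 809 miRNAs differed across the 4 ages. The number of calls rose along the consecutive steps. Between P1 and P5, 36 miRNAs differed (22 upregulated and 14 downregulated), but this count was not stable when a library was left out. It dropped to 8 without P5 replicate 3, 10 without P1 replicate 2 and 11 without P5 replicate 2. Without P1 replicate 1, P1 replicate 3 or P5 replicate 1 it was 24, 27 or 28. Each of these fits also has fewer libraries to compare, so the drops do not show that particular libraries carried the calls. The upregulated majority of this step was not stable either, as downregulated miRNAs outnumbered upregulated ones with no filter on low counts (33 and 29), with the 2 ages only in the fit (48 and 39), without P1 replicate 3 (17 and 10) and without P14 replicate 3 (15 and 14). Between P5 and P14, 359 miRNAs differed (146 up- and 213 downregulated), and between P14 and P90 the number was 478 (181 and 297). Compared with newborn muscle, 397 miRNAs differed at P14 (164 and 233) and 537 at P90 (204 and 333). For P90 versus P1, the P90 libraries were at the floor for 67 of the calls and the P1 libraries for 2. For these calls the counts give only a bound on the fold change, which the fitted value can exceed.

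The direction of the calls was relative to the scaling of the libraries. With TMM factors the median log2FC over the miRNAs tested was -0.55 for P90 versus P14 and -0.72 for P90 versus P1. The alternative that moved these comparisons most was the use of library totals alone. It gave medians of -2.77 and -2.97, with 18 up- and 628 downregulated miRNAs for P90 versus P14 and 36 and 647 for P90 versus P1. Upper-quartile factors gave medians of 0.99 and 1.177 and turned the majority round, with 382 up- and 159 downregulated miRNAs for P90 versus P14 and 391 and 192 for P90 versus P1. The remaining splits that shifted by more than 10 points under another scaling were those of P5 versus P1 under library totals (3 up- and 37 downregulated, median -0.30), of P14 versus P5 under library totals (183 and 160, median 0.21) and upper-quartile factors (207 and 165, median 0.22), and of P14 versus P1 under upper-quartile factors (229 and 181, median 0.20).

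**Figure D2:**
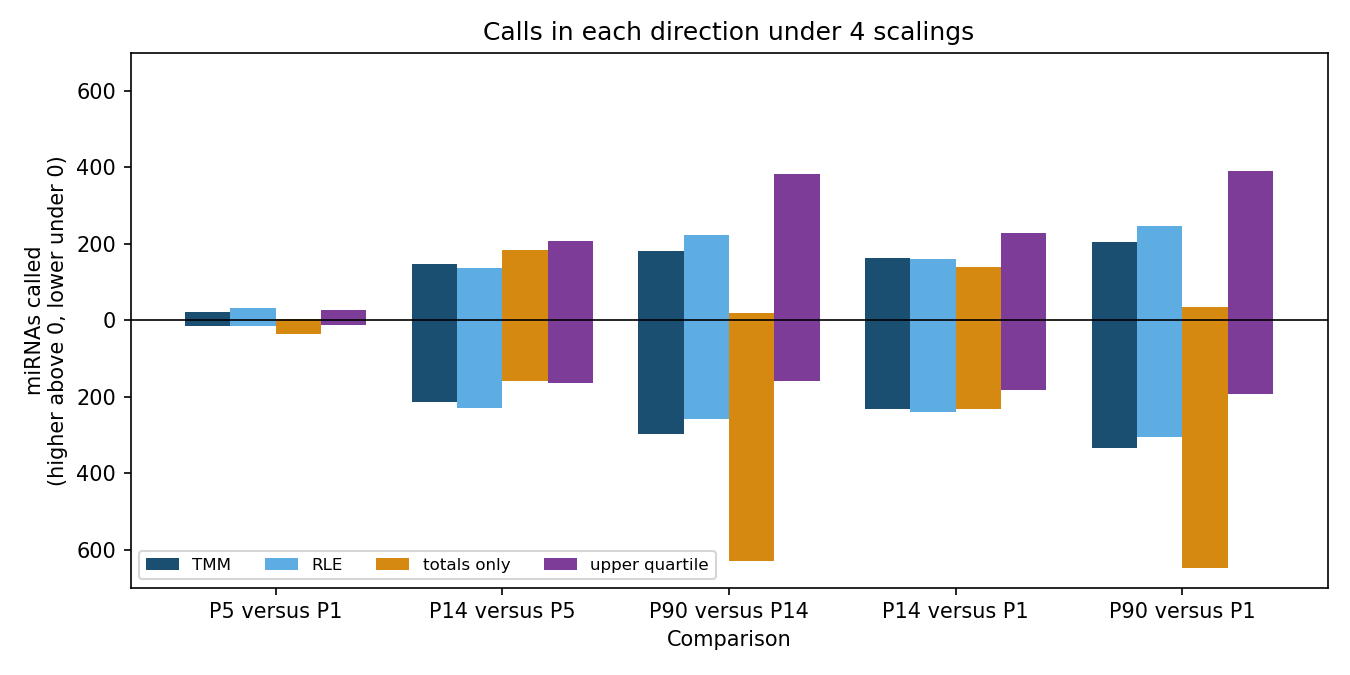
Number of miRNAs called in each of the 5 comparisons, upregulated above 0 and downregulated below 0, with TMM, RLE, library totals only and upper-quartile scaling (bars). For P90 versus P1, downregulated miRNAs outnumbered upregulated ones with TMM (333 and 204), RLE (304 and 246) and library totals (647 and 36) but not with upper-quartile factors (192 and 391).

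To find miRNAs that differed from newborn muscle at all later ages, the 3 comparisons against P1 were intersected. This gave 33 miRNAs, of which 22 were upregulated and 11 downregulated at all 3 ages. At an unadjusted p under 0.05 the overlap was 98. The 3 comparisons share the P1 libraries. In 20 simulations without any change, the overlap was 0 after adjustment and 3.1 on average (at most 6) before it. These simulations held no change at P14 or P90 either, whereas in the data 397 and 537 miRNAs differed from P1 at those ages. With no change at any age, adjustment leaves few or no calls to overlap. The simulations therefore cannot show how much overlap the shared P1 libraries give when P14 and P90 do differ. Like the P5 versus P1 count on which it depends, the overlap dropped to 8 without P5 replicate 3, 10 without P1 replicate 2, 11 without P5 replicate 2 and 21 without P1 replicate 1. Across the time course, 85 miRNAs rose at every step and 135 fell at every step. With library totals alone these numbers were 11 and 247, and with upper-quartile factors 193 and 60.

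The miRNAs that the study singled out in this time course were then quantified for P90 versus P1. As they were chosen by the study on these samples, their calls are not independent evidence. MiR-29a-3p (chromosome 6, 31062660 to 31062747, intron of the lncRNA Gm67885) rose from 145 ± 44.3 to 7580 ± 1527 normalized CPM (SD, n = 3 at each age), with a log2FC of 5.70 (SE 0.24, edgeR Padj = 4.9e-12). MiR-29c-3p (chromosome 1, 195037547 to 195037634, exon of the lncRNA A330023F24Rik) rose from 4.49 ± 0.577 to 458 ± 117 CPM, with a log2FC of 6.67 (SE 0.26, edgeR Padj = 2.1e-12). MiR-351-5p (chromosome X, 53053255 to 53053353, exon of the lncRNA Mir503hg) dropped from 3718 ± 226 to 82.8 ± 14.6 CPM, with a log2FC of -5.49 (SE 0.17, edgeR Padj = 2.6e-13). MiR-133a-3p, from hairpins on chromosome 18 (10782909 to 10782976) and chromosome 2 (180398379 to 180398482) close to those of miR-1a, rose from 5439 ± 529 to 60567 ± 15005 CPM, with a log2FC of 3.48 (SE 0.20, edgeR Padj = 2.0e-10). MiR-499-5p (chromosome 2, 155622880 to 155622958, intron of Myh7b) dropped from 821 ± 148 to 51.6 ± 32.9 CPM, with a log2FC of -3.99 (SE 0.45, edgeR Padj = 9.2e-07). Its log2FC stayed between -6.31 and -2.10 over the 23 alternatives run.

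Among the other muscle miRNAs, the log2FC of miR-1a-3p for P90 versus P1 was 3.44 (SE 0.24). Its size depended on the scaling, with 1.13 under library totals alone and 5.30 under upper-quartile factors, as did that of miR-133a-3p (1.21 and 5.35). MiR-206-3p and miR-133b-3p are produced from adjacent hairpins in exons of the lncRNA Lincmd1 on chromosome 1 (20679010 to 20679082 and 20682769 to 20682887), yet their changes differed. MiR-206-3p was kept at 17649 ± 1107 CPM at P1 and 19411 ± 1764 at P14 and then dropped to 1289 ± 232 at P90 (n = 3 at each age), a log2FC of -3.78 (SE 0.16) for P90 versus P1. The log2FC of miR-133b-3p was 0.28 (SE 0.20, edgeR Padj = 0.234), which did not pass the threshold. This result depended on the scaling, as miR-133b-3p was upregulated with RLE (0.62) and upper-quartile factors (2.14) and downregulated with library totals alone (-2.04). MiR-208b-3p, in an intron of Myh7 (chromosome 14, 54975700 to 54975776), had a log2FC of -3.85 (SE 0.45) at low counts, 5 to 10 per P90 library. The miR-486a-5p and miR-486b-5p log2FC were 2.66 and 2.73 (SE 0.19 for both), although neither passed the threshold with library totals alone (0.42 and 0.50). These hairpins overlap on opposite strands of chromosome 8 (23142555 to 23142682 and 23142573 to 23142662), in an intron of Ank1 and an intron of the lncRNA Gm15816, and facing arms held nearly the same counts, so the strand of origin is uncertain. MiR-143-3p (chromosome 18, 61649196 to 61649258), one of the 5 most abundant miRNAs together with miR-1b-5p (log2FC 3.43), had a log2FC of 1.87 (SE 0.14), but -0.41 with library totals alone.

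**Figure D3:**
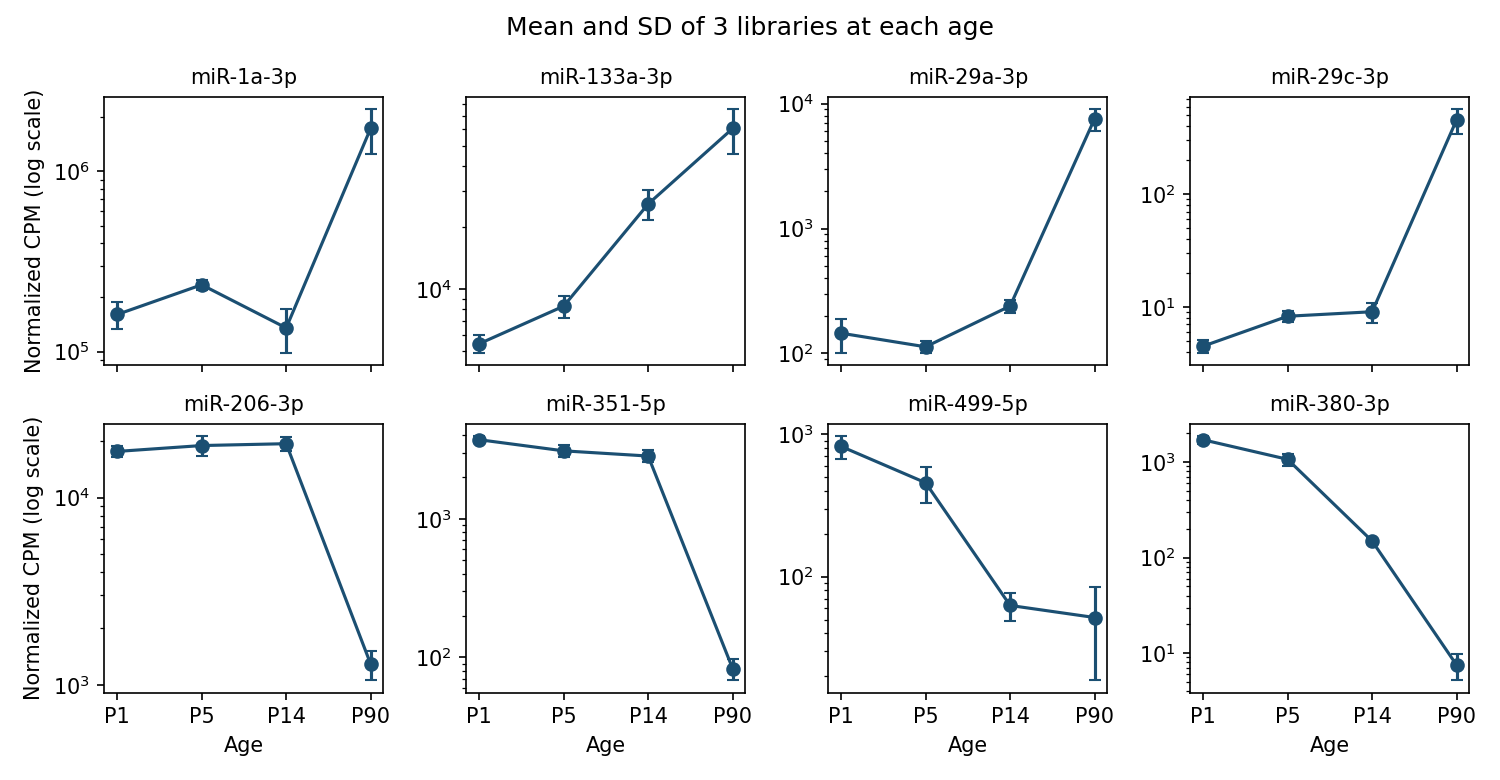
Normalized CPM (log scale) of 8 miRNAs against age, as mean and SD of the 3 libraries of each age. MiR-206-3p and miR-351-5p dropped between P14 and P90, miR-499-5p had dropped by P14, miR-380-3p dropped both before and after P14, and miR-1a-3p, miR-29a-3p and miR-29c-3p rose mainly between P14 and P90.

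For each step, the miRNAs with the largest changes were then listed. Between P1 and P5, miR-195a-5p (chromosome 11, 70235042 to 70235135) rose with a log2FC of 1.42 (SE 0.21), miR-378d with 1.00 (SE 0.16) and miR-29c-3p with 0.88 (SE 0.21), whereas miR-376b-3p changed by -1.80 (SE 0.18), miR-223-3p by -1.42 (SE 0.29) and miR-485-3p by -0.97 (SE 0.19). The miR-223-3p value rested on P1 replicate 2, without which it was -0.99 and no longer past the threshold. Without P5 replicate 2 it was -1.40, and without P5 replicate 3 it was -1.43, and neither passed. The miR-29c-3p call was lost without P1 replicate 1 (0.84), P1 replicate 2 (0.78), P5 replicate 2 (0.80) or P5 replicate 3 (0.90), and the miR-485-3p call was lost without P5 replicate 3 (-0.90). With library totals alone, the miR-378d (log2FC 0.70) and miR-29c-3p (log2FC 0.58) calls were lost, and with the replicate number as a block that of miR-29c-3p (log2FC 0.89). Between P5 and P14, the miR-486a-5p, miR-486b-3p and miR-486b-5p counts from the overlapping hairpins rose by a log2FC of 2.35, 2.35 and 2.33, and miR-154-3p, miR-369-3p and miR-542-3p changed by -3.29, -3.25 and -3.06. With the trend over GC content removed, the log2FC were 1.79, 1.76 and 1.79 for miR-486a-5p, miR-486b-3p and miR-486b-5p and -2.61, -1.99 and -3.10 for miR-154-3p, miR-369-3p and miR-542-3p, and all 6 calls were kept. Between P14 and P90, miR-29c-3p, miR-29a-3p and miR-1a-3p rose with a log2FC of 5.66, 4.98 and 3.68. In the same step, miR-483-3p and miR-483-5p, from an intron of Igf2 (chromosome 7, 142654924 to 142654996), changed by -7.52 and -6.68, and miR-431-5p by -6.92. From P1 to P90, miR-22-3p (chromosome 11, 75463716 to 75463810) rose with a log2FC of 4.61 besides miR-29c-3p and miR-29a-3p, and miR-380-3p, miR-376b-3p and miR-431-5p changed by -7.85, -7.62 and -7.48. All of miR-431, miR-380, miR-376b, miR-485, miR-154 and miR-369 lie on chromosome 12 between 109590447 and 109743496, in the Dlk1-Dio3 region.

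Because the study followed the miR-23a/27a/24-2 cluster (chromosome 8, 84208518 to 84208921) and the miR-23b/27b/24-1 cluster (chromosome 13, 63300484 to 63301275, within Aopep), their mature members were examined for P90 versus P1. Of 11 members tested, 7 were upregulated over all miRNAs tested and 8 when adjusted over the list alone, and 1 (miR-27a-5p, log2FC -0.94) was downregulated either way. The study chose these clusters in part on other samples. The upregulated members comprised miR-23a-3p (log2FC 0.66), miR-27a-3p (1.25), miR-24-2-5p (0.75), miR-23b-3p (0.77), miR-27b-5p (0.78), miR-27b-3p (0.94) and miR-24-1-5p (1.32). MiR-24-3p, which both clusters encode, had a log2FC of 0.29 (edgeR Padj = 0.059) and was upregulated under most of the other scalings, and its count was identical to that of the antisense miR-3074-5p in all 12 libraries. MiR-23a-5p and miR-23b-5p had a log2FC of -0.46 and -0.29 and did not pass the threshold. These changes were of the size of the shift between scalings, as all 11 members were downregulated with library totals alone and upregulated with upper-quartile factors.

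To ask whether families and genomic clusters changed as a whole, 15 lists were tested for P90 versus P1 with camera, and 8 passed a Benjamini-Hochberg adjusted P of 0.05. The 105 tested members of the Dlk1-Dio3 region had a median log2FC of -5.58 (-5.09 with members at the floor set to their bound, Padj = 6.0e-55), and 102 of them were downregulated. The 13 members of the miR-322 cluster (with miR-351) on the X chromosome had a median of -4.03 (Padj = 1.9e-06), the 10 members of the miR-500 cluster -3.06 (-3.05 with bounds, Padj = 0.00296) and the 6 members of the miR-199 and miR-214 list -2.51 (Padj = 0.0288). Upwards, the 7 members of the miR-29 family had a median of 5.41 (Padj = 1.8e-06), the 11 of the miR-30 family 2.10 (Padj = 1.8e-06), the 20 of the let-7 family 0.85 (Padj = 0.0274) and the 8 endothelial and smooth muscle markers 1.61 (Padj = 0.00272), and of these the medians of the miR-30, let-7 and endothelial lists were negative with library totals alone (-0.17, -1.40 and -0.67). The let-7 and endothelial lists no longer passed with library totals alone, while miR-30 did, and the miR-199 and miR-214 list no longer passed with upper-quartile factors. All 8 lists also passed with fry, and 3 of them (Dlk1-Dio3, miR-29 and miR-30) passed with an estimated correlation. Of the 10 splits of these 6 libraries into groups of 3, the real one included, 8 gave as many lists. The number of lists therefore does not single out the real grouping. Every other split mixes the ages unevenly and still carries part of the age difference. These splits thus cannot show how many lists would be called without it.

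The other 7 lists did not pass with TMM factors. Their medians and camera Padj were 1.79 and 0.0545 for the muscle miRNAs, 0.75 and 0.0791 for the miR-23a and miR-23b clusters, -2.84 (-2.53 with bounds) and 0.124 for the Sfmbt2 intron cluster, -0.56 and 0.172 for the miR-15 family, -0.57 and 0.303 for the blood cell markers, -1.54 and 0.344 for the miR-17 cluster and its paralogs, and -2.06 (-1.74 with bounds) and 0.975 for the miR-181 family. The signs of the muscle and miR-23a/23b medians changed with library totals alone (-0.50 and -1.56), and those of the miR-17 clusters, the miR-15 family and the blood markers with upper-quartile factors (0.34, 1.29 and 1.32). Leaving out later-named antisense miRNAs turned the miR-15 family median to 0.34 and lowered that of the muscle list to 0.34. Of these lists, 3 passed under at least 1 of the alternatives of scaling, GC trend or block. The muscle list passed with RLE, with the GC trend removed and with the replicate block, the miR-23a/23b list with RLE and upper-quartile factors, and the Sfmbt2 list with upper-quartile factors.

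The 2 arms of a hairpin come from one precursor, so their changes were compared. Of 250 hairpins with both arms tested, 217 (86.8%) had arms that changed in the same direction between P1 and P90. With the pairing of arms permuted the share was 54.3% on average (1-sided permutation p = 1e-04, the smallest that 10000 permutations can give). Where both arms were called, 149 of 150 hairpins (99.3%) changed in the same direction. The alternative that moved this share most was DESeq2 on every miRNA with a count, which gave 68.4%.

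The P14 libraries also differed from the others in how levels followed GC content. Over the 348 miRNAs with a mean of at least 10 CPM, the slope of the level of a library, relative to the mean of all libraries, was 0.293, 0.436 and 0.307 log2 units per 10 GC points of the miRNA arm in the 3 P14 libraries. In the other 9 libraries it lay between -0.221 and -0.027. With this trend removed, 324 miRNAs differed between P5 and P14, and 269 of them were among the 359 found without the correction.

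**Figure D4:**
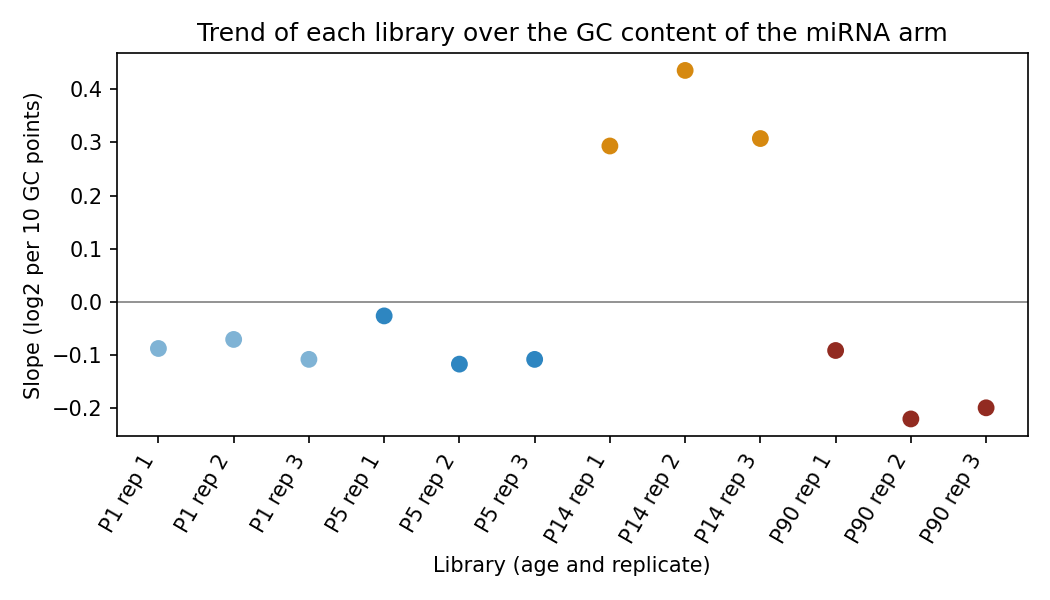
Slope of the level of each library over the GC content of the miRNA arm (log2 units per 10 GC points), 1 point per library and 3 libraries per age. The P14 libraries lie between 0.293 and 0.436 and the libraries of the other ages between -0.221 and -0.027.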

Values the study reported

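For the comparisons against newborn muscle, the study reported 83 miRNAs that differed at P5, P14 and P90 alike. Its groups of miRNAs with gradually increasing and gradually decreasing levels held 125 and 143 members. The study gave a log2FC of 5.9 for miR-29a, 6.9 for miR-29c, -5.7 for miR-351, 3.7 for miR-133a and 6.0 for miR-499 during muscle development. Its sentence names neither the arm nor the ages compared. P90 versus P1 is taken here from the legend of the figure that the sentence cites.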

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

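Upper-quartile factors, the table without later-named antisense miRNAs, GC-trend removal and DESeq2 on every miRNA with a count were chosen after the data were seen. The sum of repeated miRNA names was not run, because the table has no repeated names. The results that stayed within 1.5 times their value under every alternative run on them were the count across the 4 ages (523 to 701), the count for P90 versus P1 (409 to 683), and the arm agreement (68.4% to 97.2%, past its threshold in each). The miR-1a-3p share and the effective number of miRNAs kept their direction and passed the exact permutation test under each of theirs. The P90 minus P1 difference in share was 29.7 points, and 46.8 to 46.9 points with other denominators.

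P5 versus P1 was the least stable comparison. Its 36 calls became 62 with no filter on low counts, 78 with DESeq2, 73 with DESeq2 on every miRNA with a count, 87 with the 2 ages only in the fit, 9 at Padj under 0.01 and 1 against a null of a 2-fold change. The overlap of the 3 comparisons against P1 became 65 with DESeq2 and 61 with DESeq2 on every miRNA with a count. With RLE factors in edgeR they were 46 and 38, so scaling accounts for part of the difference to DESeq2, and the cause of the rest was not tested. Against a null of a 2-fold change, which demands larger effects by construction, the counts were 105 for P14 versus P5, 307 for P90 versus P14 and 183 for P14 versus P1. The split of P14 versus P5 was then 30 up- and 75 downregulated.

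Scaling moved the results that depend on direction. With library totals alone, 11 miRNAs rose and 247 fell at every step, and 0 of the 11 members of the miR-23a and miR-23b clusters were upregulated, all 11 being downregulated. With upper-quartile factors, 193 rose, 60 fell, and 11 cluster members were upregulated. Relative to TMM, the median log2FC for P90 versus P14 shifted by 0.37 with RLE, -2.22 with library totals, 0.25 without the most abundant miRNA, 1.54 with upper-quartile factors and 0.15 with the GC trend removed. For P90 versus P1, the shifts of the first 4 were 0.35, -2.25, 0.27 and 1.89. For P14 versus P5, library totals and upper-quartile factors each shifted it by 0.28, for P14 versus P1 upper-quartile factors by 0.31, and for P5 versus P1 library totals by -0.31.

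Among the named miRNAs, the log2FC for P90 versus P1 changed sign with library totals alone for miR-133b-3p (-2.04), miR-23a-3p (-1.62), miR-27a-3p (-1.04), miR-24-2-5p (-1.56), miR-24-3p (-2.01), miR-23b-3p (-1.50), miR-27b-5p (-1.50), miR-27b-3p (-1.36), miR-24-1-5p (-0.996) and miR-143-3p (-0.41). With upper-quartile factors it changed sign for miR-23a-5p (1.42), miR-27a-5p (0.93) and miR-23b-5p (1.59). For miR-23b-5p it was also 0.0440 with RLE, 0.0403 with DESeq2 and 0.0186 with DESeq2 on every miRNA with a count. The changes of sign under library totals and upper-quartile factors follow from the shift of the median by construction. There were 32 other changes of a call, 19 towards and 13 away from the threshold. MiR-24-3p passed it upwards with RLE (0.62), without the most abundant miRNA (0.54), with DESeq2 (0.62), with DESeq2 on every miRNA with a count (0.60), with upper-quartile factors (2.16), without antisense miRNAs (0.35), with the GC trend removed (0.35), and without P5 replicate 2 (0.52) or P90 replicate 1 (0.34). MiR-133b-3p passed it upwards with RLE (0.62), without the most abundant miRNA (0.52), with DESeq2 (0.61), with DESeq2 on every miRNA with a count (0.59), with upper-quartile factors (2.14), and without P5 replicate 2 (0.50) or P90 replicate 2 (0.45). MiR-23a-5p passed it downwards without P90 replicate 1 (-0.80) and, like miR-23b-5p, with library totals alone (-2.72 and -2.57). The lack of a call for miR-24-3p and miR-133b-3p therefore depended on the scaling.

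The number of lists past the threshold was 8 with camera at the preset correlation, 15 with fry and 3 with an estimated correlation. Fry asks whether the members of a list changed at all rather than more than other miRNAs, which makes it the more permissive test by construction.

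Replicate numbers do not pair animals of different ages. Deviations from the age mean correlated between -0.35 and 0.27 for libraries of the same number and between -0.38 and 0.42 for others. With the replicate number as a block, P5 versus P1 gave 15 calls and the overlap of the comparisons against P1 was 14, and 576 miRNAs differed across the ages.

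Across the 12 fits that each left out 1 library, the counts ranged from 571 to 602 across the ages, 8 to 51 for P5 versus P1, 305 to 379 for P14 versus P5, 444 to 483 for P90 versus P14, 354 to 416 for P14 versus P1 and 511 to 550 for P90 versus P1. The overlap ranged from 8 to 44. The split of P5 versus P1 was even without P1 replicate 1 (12 and 12) or P14 replicate 1 (13 and 13) and turned downwards without P1 replicate 3 or P14 replicate 3, whereas without P5 replicate 2 (8 and 3) or P5 replicate 3 (6 and 2) it was more upwards. P5 versus P1 and the overlap were each 8 without P5 replicate 3, 10 without P1 replicate 2 and 11 without P5 replicate 2, and the overlap was 21 without P1 replicate 1. Depth limits the P90 comparisons for miRNAs at the floor, for which a drop to P90 is known only as a lower bound.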

Other observations

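The tests of antisense counts, of scaling and of GC slopes at P1 against depth were chosen after their results were seen. The tests of GC content between arms, after thinning and after trend removal, of the ratio of miR-133a-3p to miR-1a-3p, and the regroupings of the libraries, were written down before they were run, on patterns already noticed in these data.

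In these data, 33 miRNAs differed from P1 at P5, P14 and P90 alike. That is lower than the number quoted from the study above. The study's methods name DESeq2 with a likelihood ratio test for this time course. With DESeq2 comparisons of 2 ages by a Wald test, the overlap here was 65, or 61 on every miRNA with a count. That is closer to the study's number but still lower, and whether the kind of test accounts for the gap was not examined. The log2FC of miR-499-5p for P90 versus P1 was -3.99. That is opposite in direction to the miR-499 value quoted from the study above. For miR-29a-3p, miR-29c-3p, miR-351-5p and miR-133a-3p, P90 versus P1 gave 5.70, 6.67, -5.49 and 3.48 here. These lie close to the values quoted from the same sentence of the study, which argues against another pair of ages in it. The sentence does not name the arm of miR-499, so whether both values describe the same arm is uncertain.

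Levels at P14 followed the GC content of the miRNA arm. Across 348 miRNAs, which are not independent replicates, the Spearman correlation of log2FC with arm GC was 0.34 for P14 versus P5, 0.28 for P14 versus P1, -0.19 for P90 versus P14, -0.04 for P5 versus P1 and -0.03 for P90 versus P1. If whole precursors had changed, the arms of a hairpin would change alike. Over 97 hairpins, the arm richer in GC instead rose more than its partner from P5 to P14 (Spearman 0.408, 2-sided permutation p = 0.0001), which argues against transcription of GC-rich hairpins as a full account. The same test gave 0.043 for P5 versus P1 (p = 0.67), and 0.779 when the P14 slope was added to those values (p = 1e-05, the smallest that 100000 permutations can give). A slope in proportion to library depth is argued against as well. The P1 totals lie between those of P5 and P14, so that the P1 slopes would exceed the P5 slopes by 0.264 log2 units per 10 GC points, but the mean difference was -0.00495. Thinning all libraries to one total hardly moved any slope (P14 minus P5 0.430 on average). Random thinning does not act on GC content, so it decides nothing, and an effect of depth confined to the P14 libraries cannot be told apart from their age. In simulated data, a GC slope of 0.4 at P14 with no true change gave 45 calls for P14 versus P5, and 0 after the trend was removed. In the real data 269 of the 359 calls remained, so the trend is not the whole source of the comparison. A candidate explanation is GC-dependent recovery of small RNA in the P14 libraries, which the arm test fits. All P14 libraries come from 1 age, so a difference in their preparation and an age-dependent choice or decay of arms cannot be told apart here. The arm GC is a proxy from the hairpin ends, not from the mature sequence.

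The ratio of miR-133a-3p to miR-1a-3p, which share precursors at both loci, peaked at P14. The mean log2 ratio was -4.87 at P1, -4.83 at P5, -2.35 at P14 and -4.84 at P90. With the GC trend removed the means were -4.34, -4.41, -3.32 and -4.89, and the lowest P14 library, at -3.69, stayed above the highest P5 library, at -4.04. The GC trend may therefore explain part of the peak but not all of it. What remains could reflect processing or stability of the miRNAs at P14, or a sequence-dependent bias other than GC, and neither was tested.

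Facing arms of hairpins on opposite strands held nearly the same counts. Of 36 such pairs, 24 had a mean of at least 10 counts, and in 22 of these the counts were within 10% of each other in all 12 libraries. In 9 they were identical in all 12 libraries, which separate expression from the strands would not give. The exceptions were miR-129-5p with miR-129b-3p, and miR-1a-3p with miR-1b-5p, where the miR-1b-5p count was 0.50 to 0.508 times the other. These values are consistent with reads having been counted without regard to strand. For miR-1a-3p, which is encoded at a pair of loci of which 1 has an antisense hairpin, reads spread over both loci could give such a ratio. Which miRNA of a pair is expressed cannot be told from the counts.

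More miRNAs were downregulated than upregulated at P90, and this depended on the choice of scaling. Under upper-quartile factors 391 miRNAs were upregulated between P1 and P90, compared with 204 under TMM. Since miR-1a-3p took most of the counts at P90, relative counts cannot show whether the other miRNAs fell or were diluted, and no spike-in was used here to decide it. Changes much larger than the shifts, such as those of the Dlk1-Dio3 region (median -5.58 with TMM, -3.75 with upper-quartile factors and -7.67 with library totals) and of the miR-29 family (5.41, 7.28 and 3.13), kept their direction under these scalings.

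Regroupings of the libraries gave smaller results with 1 exception. Among 100 splits of the 12 libraries into 4 groups of 3, the real one included, 1 gave as many miRNAs across the ages, and 1 each gave as many in the overlap, as many rising and as many falling. The highest of the others gave 391 miRNAs across the ages, and 0, 4 and 20 for the other counts. For each of the 5 comparisons of 2 ages, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls. The same held for the upregulated members of the miR-23a and miR-23b clusters (1 of 10) and for the arm agreement (1 of 10, with 82.8% in the highest of the others). For the lists past the camera threshold, 8 of the 10 splits gave as many as the real one, and another split gave 10. The number of lists called therefore does not single out the real grouping. Every other split of 3 against 3 mixes the ages unevenly and still carries part of the age difference. The lists and the arm agreement of these splits thus do not show the result without an age difference. With 3 libraries against 3 the share cannot go below 0.1 in any of these comparisons. Age is also confounded with any batch of animals or library preparation that followed it, since each age was represented by its own libraries and the labels give no batch.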
